# The histone 3 lysine 9 methyltransferase inhibitor chaetocin improves prognosis in a rat model of high salt diet-induced heart failure

**DOI:** 10.1038/srep39752

**Published:** 2017-01-04

**Authors:** Tomohiko Ono, Naomi Kamimura, Tomohiro Matsuhashi, Toshihiro Nagai, Takahiko Nishiyama, Jin Endo, Takako Hishiki, Tsuyoshi Nakanishi, Noriaki Shimizu, Hirotoshi Tanaka, Shigeo Ohta, Makoto Suematsu, Masaki Ieda, Motoaki Sano, Keiichi Fukuda, Ruri Kaneda

## Abstract

Histone acetylation has been linked to cardiac hypertrophy and heart failure. However, the pathological implications of changes in histone methylation and the effects of interventions with histone methyltransferase inhibitors for heart failure have not been fully clarified. Here, we focused on H3K9me3 status in the heart and investigated the effects of the histone H3K9 methyltransferase inhibitor chaetocin on prognoses in Dahl salt-sensitive rats, an animal model of chronic heart failure. Chaetocin prolonged survival and restored mitochondrial dysfunction. ChIP-seq analysis demonstrated that chronic stress to the heart induced H3K9me3 elevation in thousands of repetitive elements, including intronic regions of mitochondria-related genes, such as the gene encoding *peroxisome proliferator-activated receptor-gamma coactivator 1 alpha*. Furthermore, chaetocin reversed this effect on these repetitive loci. These data suggested that excessive heterochromatinization of repetitive elements of mitochondrial genes in the failing heart may lead to the silencing of genes and impair heart function. Thus, chaetocin may be a potential therapeutic agent for chronic heart failure.

Heart failure is one of the leading causes of death worldwide^1^,^2^. Although existing heart failure therapies that target the renin-angiotensin-aldosterone and adrenergic nervous systems are effective^3^,^4^,^5^,^6^,^7^, mortality from heart failure remains high^1^,^2^,^8^. Novel insights into the mechanisms underlying this disease are necessary to establish a more effective therapeutic strategy. Mitochondria and metabolic function have been targeted for the treatment of heart failure because they are essential for myocardial energy production, cell redox potential, reactive oxygen species (ROS) generation, mitochondria-dependent apoptosis, calcium homeostasis, and fatty acid and glucose metabolism.

Pathological hypertrophy and heart failure are associated with altered expression of a number of genes^9^,^10^,^11^,^12^,^13^. Asakura *et al*. reported that many heart failure-related genes are involved in the pathways of mitochondrial function, oxidative phosphorylation, and extracellular signaling^14^. Epigenetic alterations play an important role in the regulation of transcriptional activity. Histone modifications can alter chromatin structure to influence transcription factor access to the DNA and the recruitment of transcriptional complexes to gene promoter/enhancer regions^15^. Histone acetylation and deacetylation are known to play a role in the development of cardiac hypertrophy and heart failure^16^,^17^. Furthermore, inhibition of histone deacetylase (HDAC) activity prevents cardiac remodeling^18^. HDAC inhibitors are likely to have multiple mechanisms of efficacy^19^, including inhibition of cardiac hypertrophy^20^,^21^, autophagy^22^, apoptosis^23^, cardiac fibrosis^24^,^25^, inflammation^26^,^27^, and regulation of cardiac contractility^28^.

We have previously shown that the chromosomal distributions of histone H3 lysine 9 trimethylation (H3K9me3) and histone H3 lysine 4 trimethylation (H3K4me3) rather than that of histone acetylation differ between the normal and failed heart in animal models of heart failure^29^. Additional evidence suggests that histone methylation on lysine 4 (K4), K9, or K36 of histone H3 are involved in cardiac remodeling^30^,^31^,^32^,^33^. Therefore, both histone methylation and histone acetylation may act as therapeutic targets for the management of heart failure.

H3K9me3 is associated with heterochromatin formation and is required to establish the pericentromere and telomere regions^34^. Alterations in H3K9me3 levels at various genomic loci, including satellite repeats and repetitive transposable elements, are also associated with cancer and stress responses^35^,^36^. However, neither the role of H3K9me3 on repetitive loci in the failing heart nor the efficacy of histone methyltransferase inhibitors in heart failure has been clarified.

Therefore, in this study, we investigated H3K9 trimethylation status on repetitive elements in the failing heart and hypothesized that the histone-modifying enzyme affecting H3K9 trimethylation status may play an important role in heart failure. SU(VAR)3-9 is an enzyme that catalyzes the conversion of K9 in histone H3 from a dimethylated form to a trimethylated form. Chaetocin, a natural small molecule produced by fungi of the *Chaetomium* species^37^, is an inhibitor of SU(VAR)3-9^38^. Thus, we investigated whether this H3K9 methyltransferase inhibitor blocked the progression of heart failure in an animal model. In this study, we showed that chaetocin delayed the transition from hypertrophy to heart failure, restored mitochondrial dysfunction in failing hearts, and prolonged animal survival.

## Results

### Chaetocin improved the prognosis of Dahl salt-sensitive (DS) rats with heart failure

A high-salt diet in DS rats induced hypertension, leading to left ventricular (LV) hypertrophy and heart failure at around 13 weeks. The blood pressures of animals consuming a high-salt diet were high, regardless of chaetocin administration (Fig. 1A). At the age of 13 weeks, the body weights of animals fed a high-salt diet were lower than those of animals fed a normal-salt diet (Supplemental Fig. 1). Heart weight/body weight (HW/BW) ratios were higher in the heart failure (HF) group [high-salt diet containing 8% NaCl, HS (−)] than in the control group [normal-salt diet containing 0.3% NaCl, NS (−)]. The increases in HW/BW ratios in rats consuming the high-salt diet were not significantly reversed by administration of chaetocin [high-salt diet with 0.25 mg/kg of chaetocin, HS (ch+); Fig. 1B]. The expression of the gene encoding *natriuretic peptide precursor A (Nppa*), a marker of heart failure, was upregulated in LV tissues in the HF group, and this increase in expression was significantly suppressed by chaetocin administration (Fig. 1C). To determine whether chaetocin could improve cardiac function, we performed echocardiographic studies in 13-week-old rats. LV systolic function, represented by fractional shortening (FS), was significantly improved following treatment with chaetocin. Additionally, LV posterior wall thickness was not changed following chaetocin treatment (Fig. 1D). These data indicated that chaetocin did not affect the development of cardiac hypertrophy, but did maintain LV systolic function. To assess the influence of chaetocin on cardiac fibrosis, we examined cardiac tissues microscopically. Fibrotic areas were detected using Elastica van Gieson (EvG) stain with picrosirius red staining of sectioned tissue. The fibrotic area tended to be larger in the HF group than in the control group, and administration of chaetocin tended to reduce cardiac fibrosis (Fig. 1E). The survival rate was significantly improved by treatment with chaetocin (Fig. 1F). These data suggested that chaetocin improved the prognosis of DS rats with heart failure by delaying the transition from hypertrophy to heart failure.

### Chaetocin restored the downregulation of mitochondria-related genes in heart failure

To determine the mechanisms underlying the effects of chaetocin, we used DNA microarray analysis in LV tissues of DS rats. 

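RNA from LV tissue at the stage of heart failure was pooled from 3 rats per group, giving 1 pool for the control group [NS (−), 0.3% NaCl], 1 for the HF group [HS (−), 8% NaCl] and 1 for the treatment group [HS (ch+), 8% NaCl with 0.25 mg/kg of chaetocin, given 2 times per week from 6 to 13 weeks of age]. DS rats are Dahl salt-sensitive rats, which become hypertensive on a high-salt diet. The pools were hybridized to 2 arrays of the rat oligonucleotide chip, which carries 1 probe for each of 20174 genes. Each array compared a pair of pools on the same spots. Array 1 held HS (−) RNA labelled with the red dye Cy5 and NS (−) RNA labelled with the green dye Cy3. Array 2 held HS (−) RNA in Cy5 and HS (ch+) RNA in Cy3. Each comparison was made on 1 array with no dye swap, so none of the ratios has a replicate and no p-value was calculated across genes.

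The authors deposited the brightness of each spot in both colors as intensity values, and a table with 1 log2 ratio per gene and array. The processing behind these ratios is not described in the text of the paper and was worked out from the intensities. The mean of the 4553 blank spots, after the highest and the lowest 5% were removed, was subtracted from each channel. Genes whose spot did not exceed this mean by 2 SD in both channels had no ratio. The log2 ratio of Cy3 to Cy5 was then centered on the median of each array. Ratios recalculated in this way differed from the deposited ones by at most 2.7e-05 on the log2 scale, and the 12674 genes with a ratio on array 1 and the 13639 on array 2 were those with a deposited value. These ratios were used below, with HS (−)/NS (−) taken from array 1 and HS (ch+)/HS (−) from array 2.

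Blank spots had a mean intensity of 24.8 in Cy5 and 48.1 in Cy3 on array 1, and of 25.5 and 51.2 on array 2. After blank subtraction, the median signal of genes with a ratio was 41.8 for HS (−) and 45.6 for NS (−) on array 1, and 39.7 for HS (−) and 50.4 for HS (ch+) on array 2. The background values recorded beside each spot rose with the spot itself, and reached a median of 43.6% of the spot in Cy5 and 40.5% in Cy3 for spots above 500 on array 1, so that subtracting them instead of the blanks removes signal.

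HS (−) RNA carried the same dye on both arrays and was assumed to be the same pool, which the labels do not state. Its paired readings therefore served as the measure of technical error. Over the 4127 genes with an HS (−) signal of at least 100 on both arrays and both ratios, the log2 HS (−) signals of the arrays correlated with r = 0.995 across genes, and their difference had an SD of 0.16. This spread includes differences between spots of separate arrays, which partly cancel in a ratio within one spot. Over the 24 spots of one positive control on array 1, the log2 ratio had an SD of 0.06. Neither value contains the differences between rats.

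**Figure D1:**
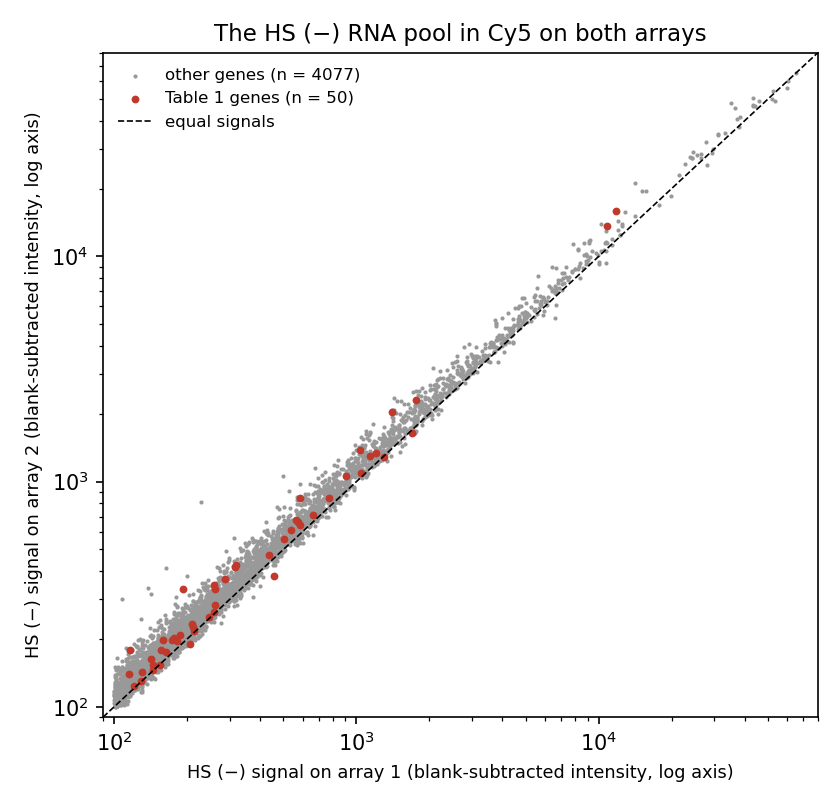
HS (−) signal of each gene on array 2 against array 1, as blank-subtracted intensity on log axes, with the 50 genes of Table 1 in red, the other 4077 genes in gray and equal signals as a dashed line. Most genes lie slightly above the line, as the median log2 signal was 0.15 higher on array 2.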

Chaetocin is an inhibitor of SU(VAR)3-9 methyltransferase activity^38^. Therefore, we focused on genes whose expression levels decreased in failing hearts and were restored with chaetocin treatment. 

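Of the 4127 genes with an HS (−) signal of at least 100 on both arrays, 57 had an HS (−)/NS (−) ratio under 0.5 and 172 had a ratio over 2. With chaetocin, 242 of the 4127 genes had an HS (ch+)/HS (−) ratio over 1.4, and 190 had a ratio under 0.714, the inverse of 1.4. Of the 57 genes that were lower in HS (−), 56 had an HS (ch+)/HS (−) ratio over 1 and 1 had a ratio under 1. Their median HS (ch+)/HS (−) ratio was 1.58, against 1.02 for the 4127 genes together. A ratio over 1.4 was reached by 87.7% of these 57 genes and by 4.72% of the other genes. Across genes, the log2 ratio of HS (−) to NS (−) and that of HS (−) to HS (ch+) correlated with Pearson's r = 0.799 and Spearman's rho = 0.771; genes are not independent replicates. Both ratios contain the same HS (−) RNA, so chance deviations of that pool push them together. In 100 simulations of 3 pools without any true difference, each pool had the same spread, set from array 2. There r had a mean of 0.391 and was at most 0.424. An HS (−) pool that deviated more than the others would raise r, which was not simulated. HS (−) was also in Cy5 on both arrays, so any preference of a probe for one dye enters both ratios in the same way.

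**Figure D2:**
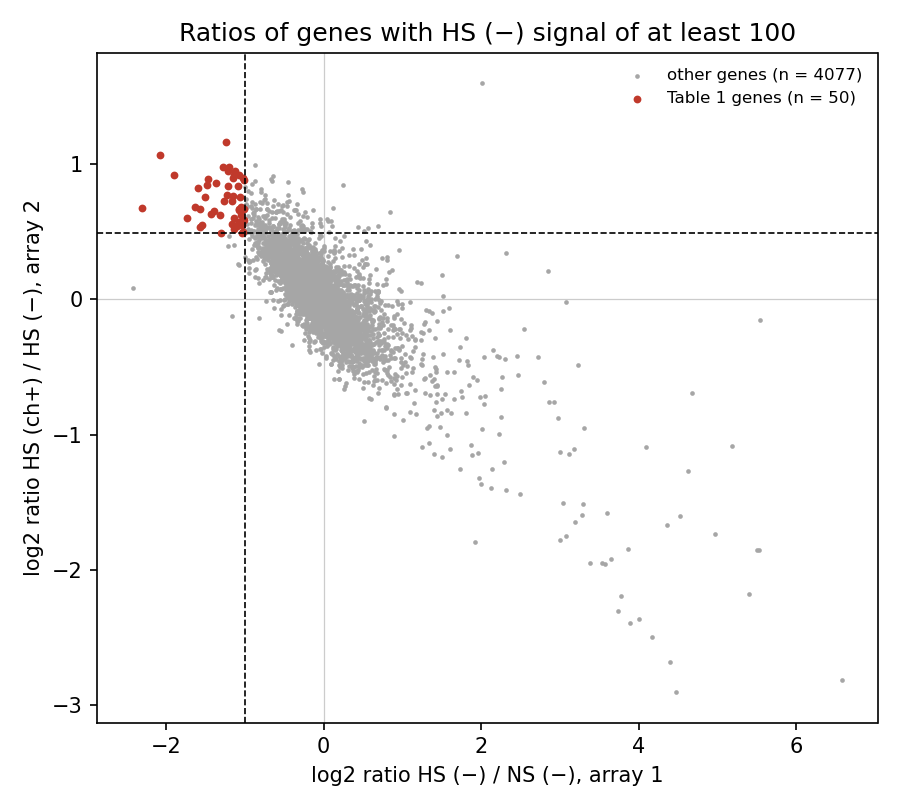
Log2 HS (ch+)/HS (−) ratio from array 2 against log2 HS (−)/NS (−) ratio from array 1 for the 4127 genes, one point per gene, with the 50 genes of Table 1 in red and dashed lines at ratios of 0.5 and 1.4. Genes with low HS (−)/NS (−) ratios lie high on the vertical axis, and genes with high ones lie low.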

Fifty genes were identified based on the following criteria: (1) the ratio of gene expression in the HF group to that in the control group was less than 0.5; (2) the ratio of gene expression in the treatment group to that in the HF group was greater than 1.4; (3) the normalized expression level in the HF group was equal to or greater than 100 (Table 1). 

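When the 3 criteria were applied to these ratios, with the lower of the HS (−) signals of both arrays as the expression level, 50 genes met them, and all 50 were genes of Table 1. Without the criterion on the level, 223 genes met both ratio criteria. The 173 genes that it removed had a median lower HS (−) signal of 6.17, and the highest of them reached 92.7, whereas the lowest of the 50 was at 115. From the observed distributions of the ratios, 3.34 genes would pass if both ratios were independent. If they were correlated only as in the simulated pools without a true difference, 15.4 genes would pass on average and 23 at most.

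The median HS (−)/NS (−) ratio of the 50 genes was 0.446, with a range from 0.202 for Myh6, which under this processing is an upper limit because the NS (−) spot was saturated, to 0.498. Their HS (ch+)/HS (−) ratio had a median of 1.60 and ranged from 1.40 to 2.24. Multiplied, these ratios place the HS (ch+) level at a median of 0.705 of the NS (−) level, with a range from 0.322 for Myh6, again an upper limit under this processing, to 0.944, and this product compares 2 pools in the same dye. All 50 genes were below the NS (−) level with chaetocin, 46 of them by more than the SD of the repeated HS (−) readings. The rise with chaetocin made up a median of 57.3% of the fall on the log2 scale. The genes were selected on these same arrays for a low HS (−)/NS (−) ratio, which favors a level below NS (−) in this product too, and their medians lie outside those of all 10000 random lists of 50 genes of like signal by construction.

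The α-myosin heavy chain gene Myh6 (ENSRNOG00000025757) had the lowest HS (−)/NS (−) ratio of the 50 and an HS (ch+)/HS (−) ratio of 1.59. Because of the saturated spot its fall is a bound. By the channel values after loess and Aquantile normalization it was at least 4.34-fold lower in HS (−), and the bound was lowest without background subtraction, at least 3.69-fold. Dhrs7c (ENSRNOG00000026548) had ratios of 0.238 and 2.09. The pyruvate dehydrogenase phosphatase gene Pdp2 (ENSRNOG00000012343) had ratios of 0.268 and 1.89. For the sodium channel subunit gene Scn4b (ENSRNOG00000026679) they were 0.299 and 1.51, but its HS (ch+)/HS (−) ratio was 1.14 with the HS (−) reading of array 1, a ratio across separate arrays that also contains the differences between their spots. Fkbp4 (ENSRNOG00000006444) had ratios of 0.323 and 1.60. With the background values of the spots corrected by normexp and loess normalization, they were 0.495 and 1.09. That was the lowest HS (ch+)/HS (−) ratio of Fkbp4 in any setting, and the highest was 1.66, across arrays with the HS (−) reading of array 1. LOC691211 (ENSRNOG00000033924) had the highest HS (ch+)/HS (−) ratio of the 50, 2.24, and an HS (−)/NS (−) ratio of 0.422, which was 0.554 across arrays with the HS (−) reading of array 2.

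Across the other settings the count ranged from 2 genes, with a threshold of 2 for the HS (ch+)/HS (−) ratio, to the 223 genes without a signal minimum. With the background values of the spots corrected by normexp and loess normalization, 56 genes met the criteria, of which 16 were in Table 1.

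**Figure D3:**
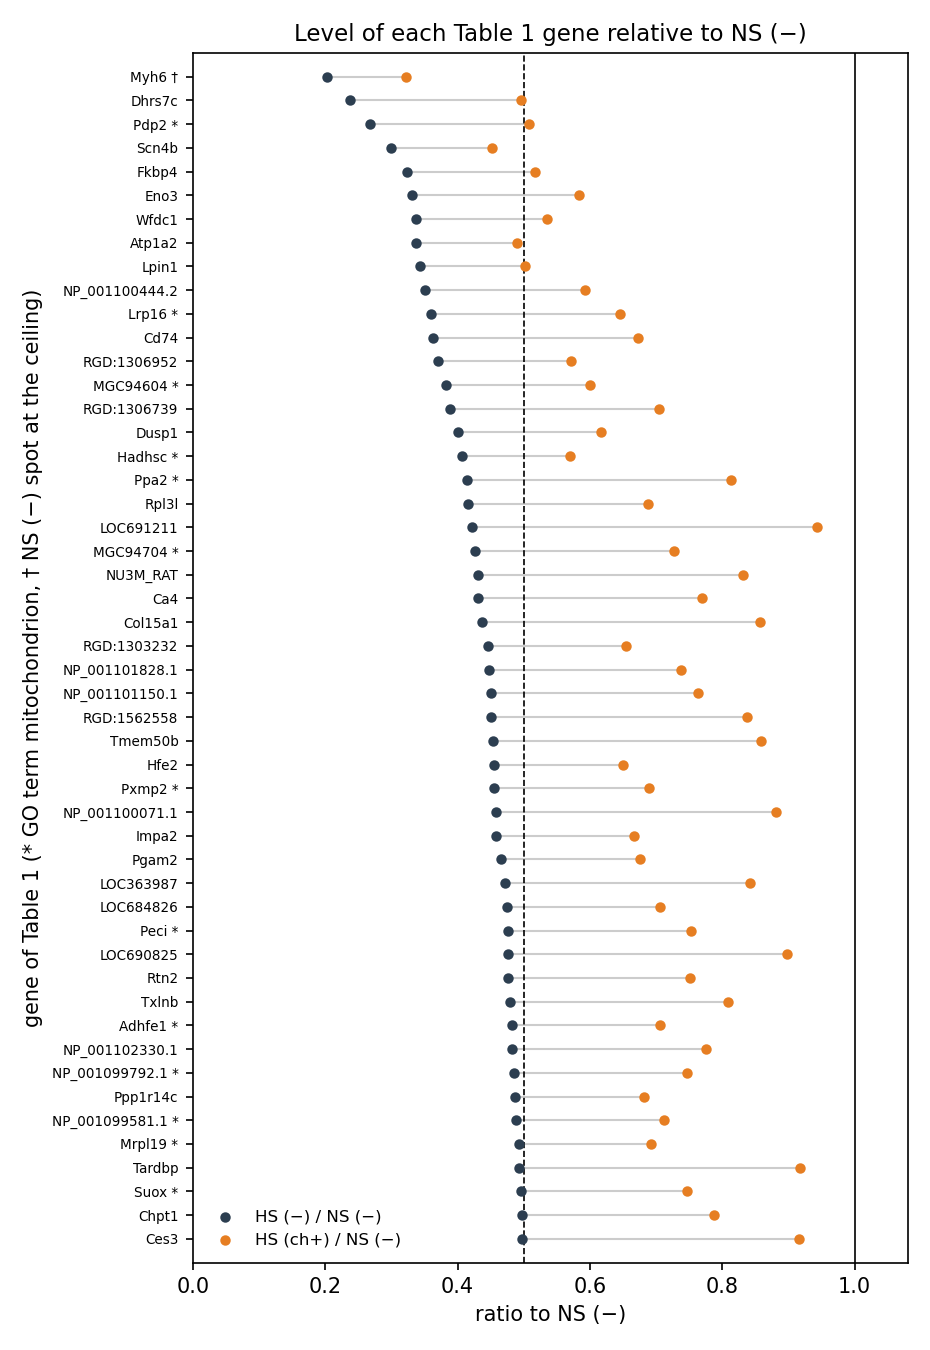
Ratio of HS (−) and of HS (ch+) to NS (−) for each gene of Table 1, with NS (−) at the solid line (1) and the first criterion at the dashed line (0.5); asterisks mark the GO term mitochondrion, and the dagger marks Myh6, whose NS (−) spot was saturated. Every gene was higher in HS (ch+) than in HS (−) and below NS (−) in both.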

“Mitochondrion” was identified as the gene ontology (GO) term with the smallest Hyp* value by singular enrichment analysis of the “cellular component” category in the GeneCodis3 database (http://genecodis.cnb.csic.es/release/) using the set of 50 genes shown in Table 1 (Fig. 2A). Therefore, we focused on mitochondrial function. 

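Table 1 marks 13 of the 50 genes, 26%, with the GO term mitochondrion. These 13 genes had a median HS (−)/NS (−) ratio of 0.455, between 0.268 and 0.497, and a median HS (ch+)/HS (−) ratio of 1.54, between 1.40 and 1.96. The other 37 genes had medians of 0.446 and 1.66. Among 10000 random draws of 13 from the 50 genes, the HS (ch+)/HS (−) median of the marked genes lay at percentile 3.67 and their HS (−)/NS (−) median at percentile 80.7, which describes these arrays only. Relative to NS (−), both sets stood at nearly the same level with chaetocin, with medians of 0.705 and 0.704. The largest fall among the marked genes was that of Pdp2, followed by Lrp16 with an HS (−)/NS (−) ratio of 0.360 and MGC94604, described in Table 1 as a mitochondrial protein, with 0.382. The highest HS (ch+)/HS (−) ratio among them was that of the Ppa2 gene, 1.96. Its HS (−) signal was 193 on array 1 and 335 on array 2. Across arrays, with the reading of array 2, its HS (−)/NS (−) ratio was 0.648. A ratio across separate arrays also contains the differences between their spots, so a spot that was dim in both dyes on array 1 could produce this value. NU3M_RAT, which Table 1 describes as chain 3 of NADH-ubiquinone oxidoreductase, is not among the 13 and had ratios of 0.431 and 1.93. Under the other ways of background correction and normalization, the marked share of the genes of Table 1 that met the criteria ranged from 17.1% with loess, 6 of 35 genes, to 40% without background subtraction, 2 of 5 genes. The enrichment of GO terms was not analysed here. From the GO term with the smallest Hyp* value in its enrichment analysis of the 50 genes, the paper turned to mitochondrial function.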

Detailed results for the GO analyses of the 50 identified genes are given in Supplemental Tables 3 and 4.

### Chaetocin improved mitochondrial respiration and increased the mitochondrial content in failing hearts

To investigate whether chaetocin improved mitochondrial function, we measured mitochondrial respiration with pyruvate/malate as an energy source. Respiration states (2–4) and uncoupled respiration rates were calculated as nmol of oxygen/min/mg of mitochondrial protein. State 3 and uncoupled respiration of mitochondria isolated from rats in the HS (ch+) group tended to be higher than that from rats in the HS (−) group, although statistical significance was never reached (p > 0.1). Importantly, in every mitochondrial preparation, a small amount of contaminants from other organelles and debris may be present and contribute to the overall protein concentration. Moreover, mitochondrial preparations from damaged tissue may be unstable and cause variability in the data when the same amount of protein is used for each respiration assay. Respiratory control rates (RCRs), an index of the overall health of the mitochondria, are calculated from the ratio of state 3 to state 4 and the RCR value is independent of preparation variability. Consequently, a significant increase in the RCR value was found in rats in the HF with chaetocin group [HS (ch+)] (Fig. 2B).

Although the mitochondrial DNA content was not different between the control group and HF group, a significant increase in mitochondrial DNA content was observed following treatment with chaetocin (Fig. 2C). Moreover, the expression of the gene encoding *peroxisome proliferator-activated receptor gamma, coactivator 1 alpha (Pgc1α*), which plays important roles in mitochondria biogenesis and energy production, was significantly increased after chaetocin administration (Fig. 2D). These findings suggested that chaetocin improved mitochondrial respiration mediated by the increase in mitochondrial DNA content and expression of *Pgc1α* in failing hearts.

### Heart failure increased H3K9me3 levels on repetitive elements, and this effect was reversed following chaetocin treatment

To investigate H3K9me3 status in the whole genome, including repetitive elements in the heart, we performed chromatin immunoprecipitation (ChIP) for analysis of sequences exhibiting H3K9me3 in the failed LV with or without chaetocin treatment and in controls. At 6550 loci associated with repetitive elements, heart failure caused an increase in H3K9me3 alignment compared with that in control samples. We defined these elements as “HF-up.” Ninety-nine percent of HF-up loci, i.e., 6534 repetitive elements, showed a corresponding reduction in H3K9me3 in response to chaetocin treatment. In contrast, at 335 loci, we observed a reduction in H3K9me3 alignment in the failing heart compared with that in the controls. We defined these elements as “HF-down.” Administration of the inhibitor reversed this effect for 10.4% of these HF-down loci, i.e., 35 repetitive elements (Fig. 3A). Thus, HF increased H3K9me3 levels on repetitive elements, and chaetocin altered H3K9me3 levels in those loci, as expected based on the inhibitory activity of H3K9 methyltransferase in heart tissues.

### Chaetocin reduced H3K9me3 levels on intronic repetitive elements of Pgc1α

In this study, we focused on genomic regions in close proximity to RefSeq genes. Two repetitive loci in the intron of *Pgc1α* exhibited elevated H3K9me3 levels in the failing heart, and this effect was suppressed by chaetocin treatment (Fig. 3B). The other repetitive loci exhibiting elevated H3K9me3 levels in the failing heart included several genomic regions located in close proximity to mitochondrial genes. For example, we identified the following gene regions: an intron of Acyl-CoA dehydrogenase, medium-chain, *Acadm* (Fig. 4A); two intronic regions of NADH-ubiquinone oxidoreductase Fe-S protein 4, *Ndufs4* (Fig. 4B); and a region in an intron for hexaprenyldihydroxybenzoate methyltransferase, mitochondrial precursor, *Coq3* (Supplemental Fig. 2). Consistent with the H3K9me3 epigenetic profile, the mRNA levels of *Acadm* and *Ndufs4* were reciprocally lowest in the failing heart, as judged from quantitative real-time PCR. Although the restoration of *Coq3* mRNA with treatment was not significant, elevated H3K9me3 in the failing heart compared with that in the control heart may have contributed to down-regulation of *Coq3* expression.

### GO analyses of “HF-up” H3K9me3 repetitive loci reversed by chaetocin

The ratio of the length of repetitive sequences to the genomic length of whole RefSeq genes, including 10 kb up- or down-stream of those genes, was 31.905%. Additionally, the ratio of the genomic regions for genes categorized as “mitochondrion” was 31.791%. These data suggested that the length of repetitive sequences relative to the genome was not different between whole RefSeq genes and genes categorized as “mitochondrion”. A total of 2588 regions identified as showing the “HF-up” H3K9me3 loci reversed by chaetocin on any RefSeq gene or within 10 kb up- or down-stream of those genes were registered within GeneCodis3. Of those regions, the number of genes categorized as “mitochondrion” was 161 (6.2%). The number of whole RefSeq genes of the rat genome on GeneCodis3 was 29516. Of these genes, the number of genes categorized as “mitochondrion” by GO analysis was 1247 (4.2%). Therefore, enrichment of the “HF-up” H3K9me3 repetitive loci reversed by chaetocin to the GO “mitochondrion” was 1.47-fold greater than that observed by chance. The Hyp* value was 0.00000651241. These regions of the “HF-up” H3K9me3 repetitive loci reversed by chaetocin included the intronic regions of *Acadm, Ndufs4*, and *Coq3*.

In conclusion, these data suggested that chronic stress to the heart caused excessive heterochromatinization on repetitive elements, including regions neighboring mitochondrial genes, such as *Pgc1α*, thereby decreasing the expression of the target genes and leading to mitochondrial dysfunction. H3K9 methyltransferase inhibitors may have promising applications as novel therapies for chronic heart failure by reducing excess heterochromatinization at repetitive regions in the genome and restoring heart function.

## Discussion

In this study, we demonstrated that the histone H3K9 methyltransferase inhibitor chaetocin blocked the progression of heart failure and alleviated mitochondrial dysfunction. This epigenetic treatment may improve outcomes in patients with heart failure.

Alterations in H3K9me3 levels at various genomic loci, including satellite repeats and repetitive transposable elements, have been shown to be associated with cancer and stress responses^35^,^36^; therefore, we focused on the H3K9me3 status of repetitive elements. Hunter *et al*. reported that “acute” stress increases H3K9me3 levels of a transposable element and that H3K9me3 suppresses the stress-induced activation of repetitive and transposable elements as a protective response^36^. In contrast, Chan *et al*. found that GAA-triplet intronic expansions stimulate heterochromatinization and cause transcriptional repression of the Frataxin gene, leading to Friedreich’s ataxia^39^. Furthermore, Asano *et al*. suggested that products of intron-processed retroposons of the *laminin receptor 1* gene interact with heterochromatin protein 1 (HP1) to cause degeneration of cardiomyocytes^40^. Consistent with a previous study, stress to the heart may have induced H3K9 methylation of repetitive elements in intronic regions in our study. Based on the previous two reports^39^,^40^, heterochromatinization of repetitive elements around critical genes or the formation of heterochromatin with HP1 may contribute to the pathophysiology of chronic heart failure. The *Pgc1α* gene, which we identified as “HF-up” and was found to exhibit restored H3K9me3 levels after chaetocin treatment, plays a key role in mitochondrial biogenesis and energy production. In addition to *Pgc1α*, we identified other genes that were related to mitochondrial function in this study. *Acadm* encodes an enzyme that catalyzes the initial reaction in the beta-oxidation of fatty acids^41^. The protein product of *Coq3* is a critical component of the electron transport pathways in both eukaryotes and prokaryotes^42^. *Ndufs4* encodes a component of the first multi-subunit enzyme complex of the mitochondrial respiratory chain^43^, which plays a vital role in cellular ATP production. Compared with the level of restoration of *Pgc1α* gene expression, the improvement in cardiac systolic function was more drastic. Therefore, the parallel restoration of the expression of these mitochondria-function related genes, i.e., *Acadm* and *Ndufs4*, may have caused this effect.

Furthermore, we speculate that the discrepancy between the complete change in H3K9me3 in response to chaetocin in the repetitive elements of *Pgc1α* and the smaller restoration of *Pgc1α* gene expression may be explained by the occurrence of H3K9me3 and other epigenetic modifications during the progression and development of hypertrophy/heart failure. For example, histone deacetylation and DNA methylation at the promoter region may have occurred. Additional administration of the HDAC inhibitor may be more effective at restoring mRNA expression to basal levels.

Our results suggested that chronic stress to the heart may gradually promote excessive heterochromatinization at repeats in the introns of critical genes for pumping function, such as genes related to mitochondrial function. The H3K9 methyltransferase inhibitor chaetocin may maintain the appropriate chromatin structure and reverse the excessive heterochromatinization. Therefore, histone H3K9 methyltransferase inhibitors may represent potential novel therapies for chronic heart failure. Moreover, although chaetocin was initially identified as the first specific inhibitor of SU(VAR)3-9^38^, a recent report from another laboratory showed that it may not exhibit high specificity^44^. The disulfide bridge of the epipolythiodioxopiperazine (ETP) unit may have a central role in mediating the histone lysine methyltransferase inhibitory activity of chaetocin through a nonspecific mechanism. Other ETP natural products can also inhibit histone lysine methyltransferases^45^. Thus, it will be important to investigate whether other ETP products have similar effects on improving the prognosis of heart failure. Moreover, further experiments are needed to determine which histone lysine methyltransferase activity is inhibited by chaetocin in this model. In addition, as we cannot exclude the possibility that improvement of cardiac function by chaetocin caused the restoration of mitochondrial function-related gene expression, additional experiments using techniques, such as knockdown of Su(var)3–9, are required in order to show that alterations of H3K9me3 level or those of expression in mitochondrial function-related genes are primary.

## Materials and Methods

### Animals and drug delivery

All animal experiments in this study were approved by the Keio University Institutional Animal Care and Use Committee (09088) and were carried out in accordance with the Institutional Guidelines on Animal Experimentation at Keio University. Five-week-old male DS rats were purchased from Sankyo Labo Service Corporation, Inc. (Tokyo, Japan). The rats were divided into four groups: control [normal-salt diet containing 0.3% NaCl, NS (−)], normal-salt diet with chaetocin [0.25 mg/kg of chaetocin (Sigma-Aldrich Co. LLC., St. Louis, MO, USA), NS (ch+)], HF [high-salt diet containing 8% NaCl, HS (−)], and treatment [high-salt diet with 0.25 mg/kg of chaetocin, HS (ch+)] group. Chaetocin was dissolved in dimethyl sulfoxide (DMSO). Rats in the treatment group were administered 0.25 mg/kg of chaetocin intraperitoneally twice a week from 6 weeks of age until 13 weeks of age, as previously reported^46^. Animals were sacrificed, and tissues were stored appropriately for individual experiments.

### Blood pressure and echocardiographic evaluations

Blood pressure levels were measured at 5, 8, 10, and 13 weeks using the tail-cuff method (BP-98 A-L; Softron, Tokyo, Japan). Hearts of 13-week-old rats were evaluated by echocardiography using a VisualSonics (Vevo 2100; VisualSonics Inc.). Detailed procedures for blood pressure measurements and echocardiographic evaluations are given in the Supplemental Methods.

### Morphometric analysis

Heart tissue was fixed in formalin, embedded in paraffin, and cut into 5-μm-thick sections. Sections were stained with hematoxylin-eosin or with EvG and picrosirius red to examine morphology and identify cardiac fibrosis. To evaluate collagen fiber quantity, the sections were observed using a fluorescence microscope (BZ-9000; KEYENCE Japan Inc. Osaka, Japan). The fibrotic volume fraction was assessed as the total fibrotic area (calculated by a cell-count system) divided by the total LV volume multiplied by 100.

### Quantitative real-time polymerase chain reaction (PCR)

Double-stranded cDNA was synthesized from 2 μg RNA and subjected to PCR with TaqMan Universal PCR Master Mix (Applied Biosystems, Foster City, CA, USA) and predesigned gene-specific primer and probe sets (TaqMan Gene Expression Assays: Applied Biosystems). Detailed procedures for real-time quantitative PCR are given in the Supplemental Methods.

### DNA microarray

RNA was extracted from LV samples in rats at the stage of heart failure using mirVana (Applied Biosystems), according to the manufacturer’s instructions. A mixture of RNA from three samples randomly chosen in each group was applied for genome-wide gene expression analysis using a Rat Oligo chip 20 K (TORAY). Gene ontology analysis was performed using GeneCodis3 (http://genecodis.cnb.csic.es/)^47^,^48^,^49^.

### ChIP

One gram of LV tissue per group was applied to ChIP with 25 μg antibody (targeting trimethylated K4 of histone H3 [#8580; Abcam, Tokyo, Japan] or trimethylated K9 of histone H3 [#07-442; Millipore, Temecula, CA, USA]), or 1 μg rabbit IgG (#2729; Cell Signaling Technology, Danvers, MA, USA). Detailed procedures for ChIP are given in the Supplemental Methods. In this paper, only the results of ChIP against trimethylated K9 of histone H3 are shown.

### Sequencing

Precipitated DNA fragment samples were further fragmented prior to sequence analysis (HiSeq 2000). Chromatin immunoprecipitated (ChIP’d) genomic DNA from each group and input DNA were sequenced according to the manufacturer’s instructions (Illumina). Additional details of the read alignments are given in the Supplemental Methods.

### Alteration of H3K9me3 level at the repetitive elements

We aligned the H3K9me3-ChIP’d reads to genomic features using both the rn4 assembly of the rat genome and a database of rat repetitive elements from the UCSC RepeatMasker track. If the ratio of nucleotide number overlapping between repetitive elements and sequenced reads to minimum number of nucleotides in the repetitive element or in the sequenced read was 90% or more, we considered it to be “overlapped”. We identified H3K9me3-enriched-regions on repetitive elements as those having 100-fold differences in H3K9me3 relative to input DNA.

### Isolation of heart mitochondria

Mitochondria were freshly isolated from 13-week-old hearts, as described previously^50^. Additional details are given in the Supplemental Methods.

### Mitochondrial oxygen consumption

Mitochondrial oxygen consumption (mitochondrial respiration) was measured with a Clark-type O_2_ electrode using the Oxygen Meter Model 781 and the Mitocell MT200 closed respiratory chamber (Strathkelvin Instruments) at 37 °C, as described previously^50^,^51^. Additional details are given in the Supplemental Methods.

### Mitochondrial protein and DNA content

The protein concentrations in mitochondrial fractions were measured using BCA protein assays. Mitochondrial DNA isolated from the heart was analyzed by real-time quantitative PCR using a Thermal Cycler Dice Real Time System TP800 (Takara Bio Inc., Shiga, Japan). All samples were normalized to genomic DNA content. Primer and probe sequences for each PCR are shown in Supplemental Table 2.

### Statistical analysis

The cumulative survival rates of rats in the different groups were compared using log-rank tests. All results are presented as means and standard deviations (SDs). Statistical comparisons were carried out using one-way analysis of variance (ANOVA) with post-Bonferroni corrections for Figs 1A–D and 4 and with post-hoc Dunnett corrections for Fig. 2B–D.

### Data deposition

Microarray data and ChIP-seq data are deposited in GEO with accession numbers GSE66617 and GSE69194.

## Additional Information

**How to cite this article**: Ono, T. *et al*. The histone 3 lysine 9 methyltransferase inhibitor chaetocin improves prognosis in a rat model of high salt diet-induced heart failure. *Sci. Rep.* **7**, 39752; doi: 10.1038/srep39752 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
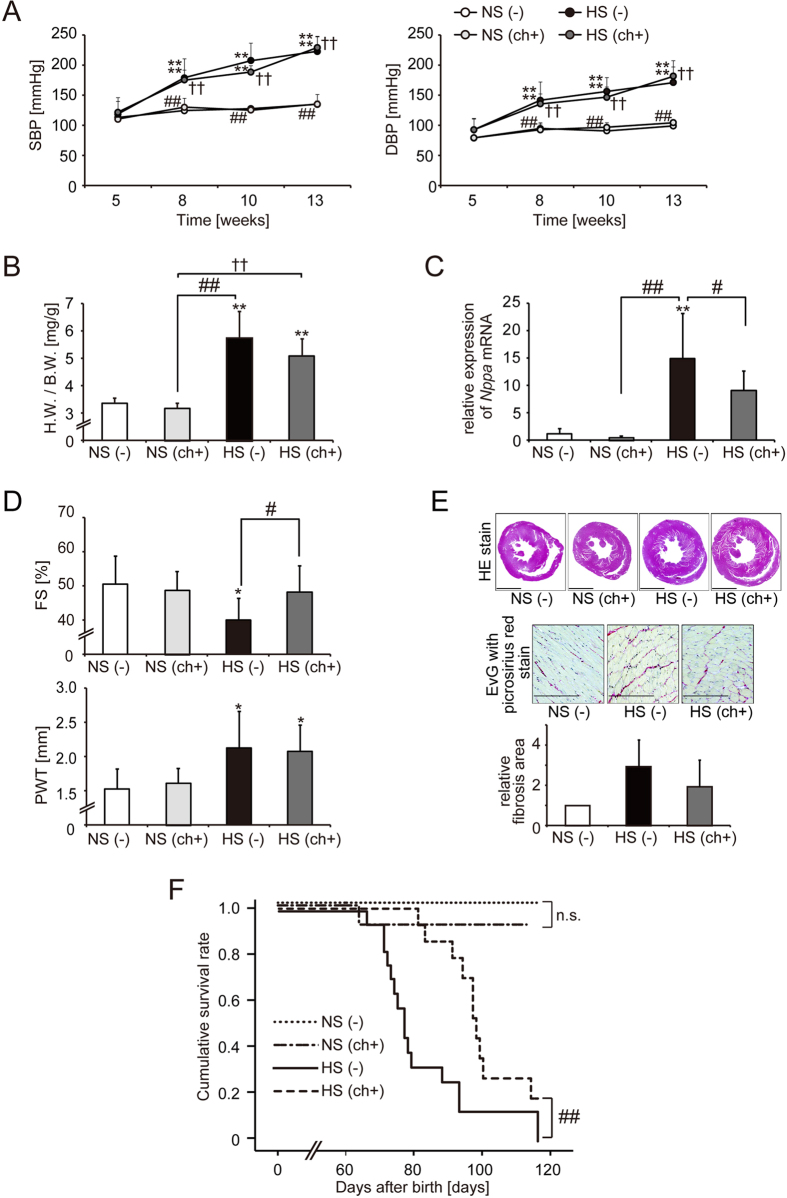
Chaetocin improved the prognosis of rats in a model of heart failure. (**A**) Systolic and diastolic blood pressures (SBP and DBP, respectively). (**B**) Heart weight/body weight (HW/BW) ratios are shown for 13-week-old rats in the control group [NS (−), n = 11], normal salt diet with chaetocin group [NS (ch+), n = 7], HF group [HS (−), n = 17], and treatment group [HS (ch+), n = 17]. (**C**) Quantitative real-time PCR analysis of *natriuretic peptide precursor A (Nppa, ANP*) mRNA expression in left ventricular tissues for 13-week-old rats in the control group (n = 5), normal salt diet with chaetocin group (n = 4), HF group (n = 10), and treatment group (n = 14). (**D**) Echocardiographic measurements of fractional shortening (FS) and posterior wall thickness (PWT). (**E**) Hematoxylin-eosin-stained (upper panel, scale bars: 2 mm) or Elastica van Gieson (EvG) with picrosirius red-stained sections of cardiac tissue (middle panel, scale bars: 200 μm) and quantification of the fibrotic area (lower bar). (**F**) Kaplan-Meier survival analysis of DS rats in the control group (n = 9), normal salt diet with chaetocin group (n = 12), HF group (n = 17), and treatment group (n = 13). Data are presented as the mean ± SD. *P < 0.05 and **P < 0.01 versus the control group; ^#^*P* < 0.05 and ^##^*P* < 0.01 versus the HF group; ^†^*P* < 0.05 and ^††^*P* < 0.01 versus the normal salt diet with chaetocin group; n.s.: not significant.

**Figure 2:**
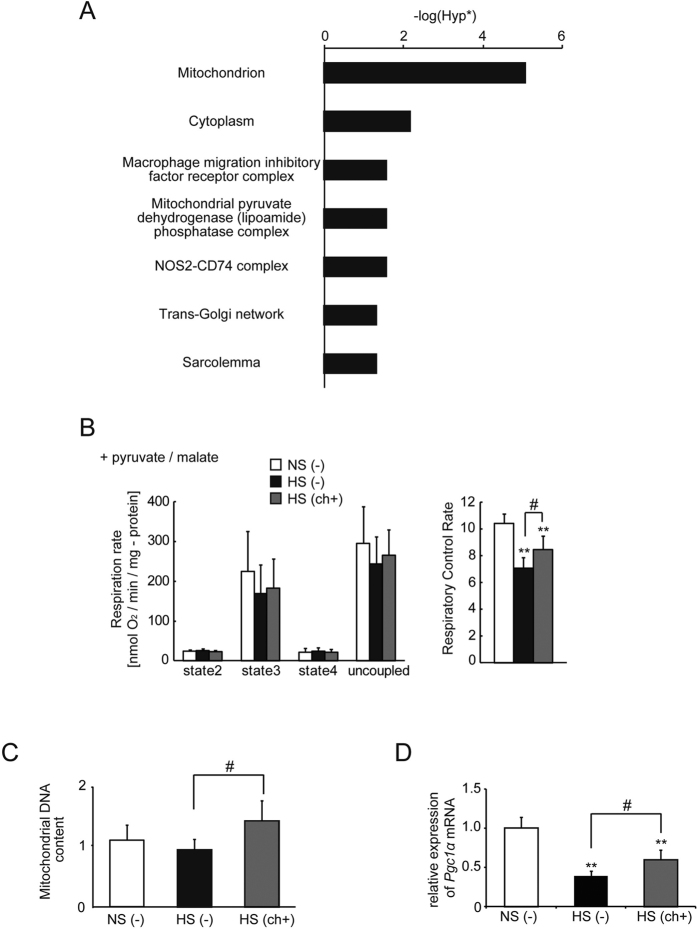
Gene ontology analysis of the set of 50 genes that were downregulated in failing hearts and restored with chaetocin; restoration of mitochondrial function with chaetocin. (**A**) Singular enrichment analysis of the “cellular component” category. Hyp* means *p*-value calculated using the corrected hypergeometric distribution. (**B**) Mitochondrial respiration (each group, n = 5). Substrates: pyruvate/malate. (**C**) Mitochondrial DNA content (control group [n = 5], HF group [n = 5], and treatment group [n = 7]). (**D**) Quantitative real-time PCR analysis of peroxisome proliferator-activated receptor gamma, coactivator 1 alpha (*Pgc1α*) mRNA expression in left ventricular tissues (each group, n = 4) at 13 weeks of age. Data are presented as the mean ± SD. **P < 0.01 versus the control group; ^#^*P* < 0.05 versus the HF group.

**Figure 3:**
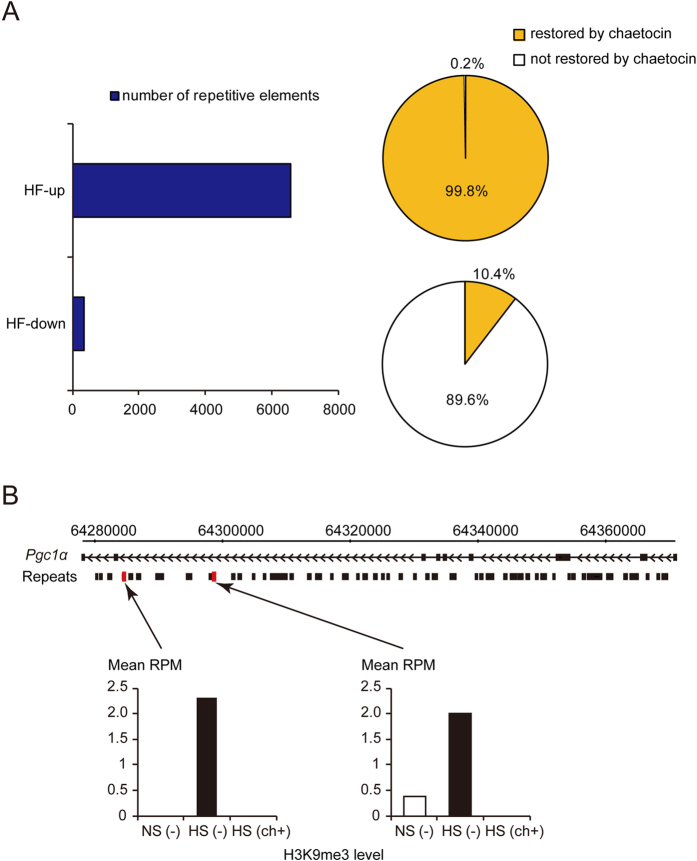
Heart failure increased H3K9me3 levels on repetitive elements. (**A**) Number of repetitive elements in which heart failure caused an increase (HF-up) or decrease (HF-down) in H3K9me3 compared with control samples (left). The restoration percentage of H3K9 trimethylation state following treatment with chaetocin (right). (**B**) H3K9me3 levels in the intronic repetitive regions of *Pgc1α*. Red squares indicate the region that was identified as being enriched in H3K9me3 repetitive elements in rats with heart failure. The black boxes indicate the repetitive loci. The bars indicate the H3K9me3 read alignments of the repetitive elements. RPM, reads per million mapped.

**Figure 4:**
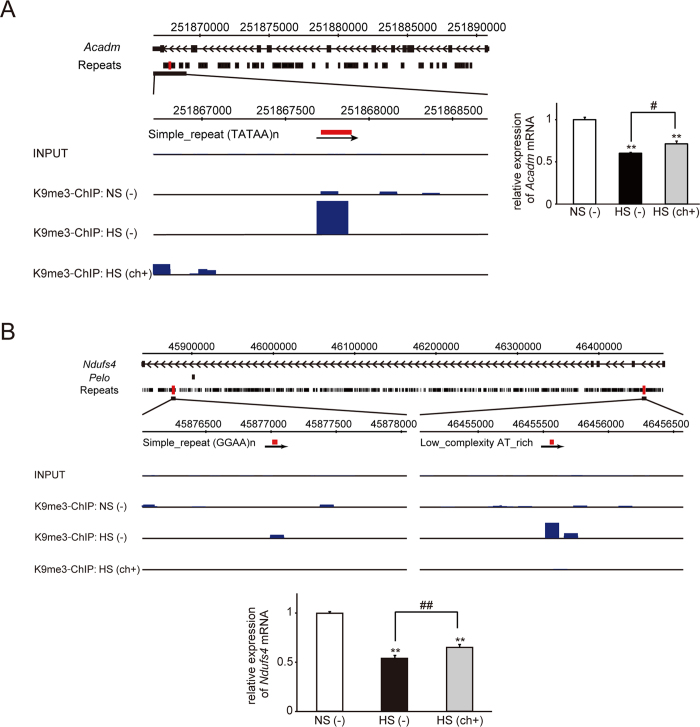
Representative data showing enrichment of H3K9me3 repetitive loci in regions in close proximity to *Acadm* (**A**) and *Ndufs4* (**B**) in the HF group. Red squares indicate the region that was identified as being enriched in H3K9me3 repetitive elements in rats with heart failure. The black boxes indicate the repetitive loci. The blue bars indicate H3K9me3 read alignments. The mRNA level of each gene was determined with the real-time quantitative PCR and is shown as the fold change versus the control group. **P < 0.01 versus the control group; ^#^*P* < 0.05 and ^##^*P* < 0.01 versus the HF group.

**Table 1:** DNA microarray analysis of LV tissue of DS rats.

Ensembl ID	RefSeq_ID	Symbol	Description	GO	Ratio	
				Mitochondrion	HS (−)/NS (−)	HS (ch+)/HS (−)
ENSRNOG00000025757	NM_017239.1	Myh6	Myosin-6 (myosin heavy chain 6) (MyHC-alpha)		0.2	1.59
ENSRNOG00000026548	XM_001078936.1;XM_213343.4	Dhrs7c	N/A		0.24	2.09
ENSRNOG00000012343	NM_145091.4	Pdp2	Pyruvate dehydrogenase (lipoamide)-phosphatase 2, mitochondrial precursor (PDP 2)	◯	0.27	1.89
ENSRNOG00000026679	NM_001008880.1	Scn4b	Sodium channel subunit beta-4 precursor		0.3	1.51
ENSRNOG00000006444	XM_001066628.1;XM_342763.3	Fkbp4	FK506-binding protein 4		0.32	1.6
ENSRNOG00000004078	NM_012949.2	Eno3	Beta-enolase (enolase 3)		0.33	1.77
ENSRNOG00000015904	NM_133581.1	Wfdc1	WAP four-disulfide core domain protein 1 precursor		0.34	1.59
ENSRNOG00000007290	NM_012505.1	Atp1a2	Sodium/potassium-transporting ATPase subunit alpha-2 precursor		0.34	1.45
ENSRNOG00000004377	NM_001012111.1	Lpin1	Lipin 1		0.34	1.46
ENSRNOG00000002827	NM_001106974.2	NP_001100444.2	Ataxin 2 binding protein 1		0.35	1.69
ENSRNOG00000021174	NM_139337.1	Lrp16	MACRO domain-containing protein 1 (protein LRP16)	◯	0.36	1.79
ENSRNOG00000018735	NM_013069.2	Cd74	H-2 class II histocompatibility antigen gamma chain (CD74 antigen)		0.36	1.85
ENSRNOG00000011260	NM_001008770.3	RGD:1306952	Carboxymethylenebutenolidase homolog (liver regeneration-related protein LRRG072)		0.37	1.54
ENSRNOG00000004640	NM_001006960.1	MGC94604	Mitochondrial protein, 18 kDa	◯	0.38	1.57
ENSRNOG00000000634	XM_001080360.1;XM_342127.3	RGD:1306739	N/A		0.39	1.81
ENSRNOG00000003977	NM_053769.3	Dusp1	Dual specificity protein phosphatase 1 (MKP-1)		0.4	1.54
ENSRNOG00000010697	NM_057186.1	Hadhsc	Hydroxyacyl-coenzyme A dehydrogenase, mitochondrial precursor	◯	0.41	1.4
ENSRNOG00000012091	XM_001075518.1;XM_227690.4	Ppa2	N/A	◯	0.41	1.96
ENSRNOG00000014641	XM_001058430.1;XM_213231.4	Rpl3l	N/A		0.41	1.66
ENSRNOG00000033924	XM_001077221.1	LOC691211	N/A		0.42	2.24
ENSRNOG00000014128	NM_001006986.1	MGC94704	Evolutionarily conserved signaling intermediate in Toll pathway, mitochondrial precursor	◯	0.43	1.71
ENSRNOG00000033615	N/A	NU3M_RAT	NADH-ubiquinone oxidoreductase chain 3		0.43	1.93
ENSRNOG00000002916	NM_019174.1	Ca4	Carbonic anhydrase 4 precursor		0.43	1.78
ENSRNOG00000039197	XM_001066530.1;XM_216399.4	Col15a1	Col15a1 protein		0.44	1.96
ENSRNOG00000015807	NM_001004261.1	RGD:1303232	Probable oxidoreductase C10orf33 homolog		0.45	1.47
ENSRNOG00000002272	NM_001108358.1	NP_001101828.1	Ligand of numb-protein X 1		0.45	1.65
ENSRNOG00000012827	NM_001107680.1	NP_001101150.1	Myeloid leukemia factor 1		0.45	1.7
ENSRNOG00000029613	XM_001074693.1;XM_223985.3	RGD:1562558	N/A		0.45	1.86
ENSRNOG00000002028	NM_001025014.1	Tmem50b	Transmembrane protein 50B		0.45	1.89
ENSRNOG00000021200	NM_001012080.1	Hfe2	Hemojuvelin precursor		0.45	1.43
ENSRNOG00000037446	NM_031587.1	Pxmp2	Peroxisomal membrane protein 2	◯	0.45	1.51
ENSRNOG00000021866	NM_001106601.1	NP_001100071.1	Similar to BolA domain-containing protein like (11.4 kD) (1P25)		0.46	1.93
ENSRNOG00000018516	NM_172224.1	Impa2	Inositol monophosphatase 2 (IMPase 2)		0.46	1.45
ENSRNOG00000013532	NM_017328.1	Pgam2	Phosphoglycerate mutase 2		0.47	1.45
ENSRNOG00000031321	XR_007906.1;XR_006141.1	LOC363987	N/A		0.47	1.78
ENSRNOG00000021812	XM_001060414.1;XM_001072661.1	LOC684826	N/A		0.48	1.48
ENSRNOG00000016369	NM_001006966.1	Peci	Peroxisomal delta3, delta2-enoyl-coenzyme A isomerase	◯	0.48	1.58
ENSRNOG00000006108	XM_001075781.1;XM_001081328.1	LOC690825	N/A		0.48	1.89
ENSRNOG00000016603	NM_201562.3	Rtn2	Reticulon 2 (Z-band associated protein)		0.48	1.58
ENSRNOG00000012249	XM_218658.4	Txlnb	Beta-taxilin (Muscle-derived protein 77)		0.48	1.69
ENSRNOG00000007069	NM_001025423.1	Adhfe1	Alcohol dehydrogenase, iron containing, 1	◯	0.48	1.46
ENSRNOG00000001912	NM_001108860.1	NP_001102330.1	Steroid 5 alpha-reductase 2-like 2		0.48	1.61
ENSRNOG00000017446	NM_001106322.1	NP_001099792.1	NADH dehydrogenase (ubiquinone) Fe-S protein 8	◯	0.49	1.54
ENSRNOG00000016368	NM_133425.3	Ppp1r14c	Protein phosphatase 1 regulatory subunit 14 C (PKC-potentiated PP1 inhibitory protein)		0.49	1.4
ENSRNOG00000018415	NM_001106111.1	NP_001099581.1	Thioesterase superfamily member 2	◯	0.49	1.46
ENSRNOG00000006968	NM_001029898.1	Mrpl19	Ribosomal protein, mitochondrial, L15	◯	0.49	1.41
ENSRNOG00000012455	NM_001011979.1	Tardbp	TAR DNA binding protein		0.49	1.86
ENSRNOG00000005987	NM_031127.3	Suox	Sulfite oxidase, mitochondrial precursor	◯	0.49	1.5
ENSRNOG00000005487	NM_001007750.1;XM_001079984.1	Chpt1	Cholinephosphotransferase 1 (diacylglycerol cholinephosphotransferase 1)		0.49	1.58
ENSRNOG00000015519	NM_001013889.1;NM_133295.3	Ces3	Carboxylesterase 3 precursor		0.49	1.84

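The ratios of Table 1 can be set against the technical error of the arrays, taken as the SD of the log2 HS (−) signal between them, which corresponds to a 1.12-fold difference. This SD includes differences between spots of separate arrays, which partly cancel in a ratio within one spot, so it can overstate the technical error of these ratios. By this measure, 19 of the 50 genes passed both ratio limits by more than 1 SD, while 31 lay within 1 SD of a limit. Of these 31 genes, 24 were close to the limit of 0.5 for HS (−)/NS (−) and 18 were close to the limit of 1.4 for HS (ch+)/HS (−), some of them to both. When each ratio was recalculated with the HS (−) reading of the other array, a check chosen after the data had been seen, 32 of the 50 genes still met the 3 criteria; such ratios set spots of separate arrays against each other and contain spot-to-spot differences that cancel in a ratio within one spot. The HS (−) signals of the 50 genes on array 1 had a median of 261, and the highest of them, that of Myh6, was 11788.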

GO: gene ontology; NS (−), normal salt diet without chaetocin; HS (−), high-salt diet without chaetocin; HS (ch+), high-salt diet with chaetocin.

How the deposited data were processed for this re-analysis (not part of the article)

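Gene expression was measured in LV tissue of DS rats with 2 dual-color arrays of a rat oligonucleotide chip. RNA of 3 rats was pooled for each of 3 groups, NS (−), HS (−) and HS (ch+). Array 1 compared HS (−) in Cy5 with NS (−) in Cy3, and array 2 compared HS (−) in Cy5 with HS (ch+) in Cy3. The groups and dyes were taken from the sample labels and the paper, and both samples were mapped. The labels describe the Cy5 channel of both arrays in the same words. That both held the same HS (−) pool was assumed.

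The authors deposited the scanner output of each array, which holds the median intensity of every spot at 635 nm (Cy5) and 532 nm (Cy3) and a background value beside it, from scans at 3 gains, without normalization. The authors also deposited a table of normalized log2 values, 1 per gene and array, whose scale, centering and direction are not stated. Set against the intensities, these proved to be log2 ratios of Cy3 to Cy5 after subtraction of the trimmed mean of the blank spots, without values for spots within 2 SD of that mean in either channel, and minus the median over genes and the 521 quality control spots. The subtracted medians were 0.17 on array 1 and 0.38 on array 2, and the medians of the deposited log2 values over genes were 0.0020 and 0.0010. One spot failed a flag of the scanner on array 2 and was left out.

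From these intensities the same steps were recalculated and used as the main values. The design written before the data were examined named the authors' normalized values as the first choice, and normexp background correction with an offset of 50 followed by loess if the files held signals without normalization only. As the deposited table holds the authors' normalized ratios, their processing was used and normexp with loess is given as an alternative. How the ratios had been made was worked out after the files had been seen. The expression level for the third criterion was the blank-subtracted HS (−) signal, as the lower of both arrays. Saturated spots, at an intensity of 65535, were kept; 2 genes had one, both on array 1.

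The criteria were a ratio under 0.5 for HS (−)/NS (−), a ratio over 1.4 for HS (ch+)/HS (−) and a signal of at least 100. The opposite criteria, a ratio over 2 and a ratio under 0.714 with the same signal, were applied to the same genes. HS (ch+)/NS (−) was the product of both ratios. With 1 array per comparison no test across replicates could be made. The SD of the log2 difference between the paired HS (−) readings served as the yardstick; it covers the arrays and the labelling, and not the differences between rats. The small number of arrays limits the precision of every value. Random gene lists, 10000 for each comparison, were matched on the mean HS (−) signal.

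The alternatives were subtraction of the background value of each spot with median centering, loess on the blank-subtracted signals, normexp with loess, no background subtraction, the deposited table itself, other signal minimums (none, 200, or 100 in all 4 channels), the HS (−) signal of array 1, of array 2 or their mean, thresholds of 1.5 and 2 for the second ratio, Aquantile normalization between arrays for HS (ch+)/NS (−), and 50 added to each signal for the named genes. Added after the data had been seen were loess within each of the 48 blocks of the array, the HS (−) signal multiplied by the centering factor, removal of saturated spots, the minimum on the NS (−) and HS (ch+) channels, and the exchange of HS (−) readings between the arrays. The processing was run on simulated arrays of 20174 genes. In these, 200 genes with a signal of at least 200 were changed in each direction, by 2 on the log2 scale on array 1 and by 1 on array 2. Blank subtraction with centering and both forms of loess recovered 200 lowered and 200 raised genes with 0 false ones. These changes lay well past the limits, and the simulation held no differences between pools and no dye preference of single probes. It therefore checks the calculation only and says nothing on genes near the limits. Normexp and the background values of the spots were not tested in this way. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

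The files list genes by Ensembl ID without symbols. Gene names were taken from Table 1, which pairs 50 of the IDs with names; the RefSeq accessions of 35 of these were found in the NCBI RefSeq gene table of the GRCr8 assembly, in which 0 of the array's IDs were listed. The remaining 20124 IDs were not named. No coordinates are given, as the build behind the array's IDs is not stated. The genes named in the text were fixed beforehand as the first 5 genes of Table 1, its gene with the highest HS (ch+)/HS (−) ratio, the genes measured by PCR in the paper, the genes of lists written beforehand, the 5 genes with the largest changes on each array in either direction, and the 5 leading genes of the opposite criteria; of those without a name, at most 2 in each direction are given by ID. Lrp16, MGC94604, Ppa2, NU3M_RAT and Tardbp were chosen after their values had been seen. The genes measured by PCR in the paper and the gene lists were not analysed here, since 11 of the 298 genes on the lists had an ID through Table 1. GO enrichment was not analysed here.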

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

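The test with the signal minimum in all 4 channels was set out before its result was seen. The test with the minimum on the NS (−) and HS (ch+) channels was added afterwards. So were the tests of measurement noise by independence, of unchanged pools and of slopes.

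The paper analysed genes that were lower in HS (−) and higher with chaetocin. The opposite pattern, an HS (−)/NS (−) ratio over 2 with an HS (ch+)/HS (−) ratio under 0.714 at the same signal minimum, was found in 113 genes. The paper's analysis of the arrays does not cover this direction, although by PCR it reports such a pattern for Nppa (Fig. 1C); the 113 IDs were not named, so whether Nppa is among them was not checked. Their median HS (−)/NS (−) ratio was 3.84 and their median HS (ch+)/HS (−) ratio was 0.539, which leaves HS (ch+) at a median of 2.05 times NS (−). If both ratios were independent, as noise arising separately on each array would be, 7.92 genes would meet these criteria, which argues against measurement noise as the whole source. If they were correlated only as in simulated pools without a true difference, 31.0 genes would meet them on average and 45 at most. The minimum on the HS (−) signal favors genes that are high in HS (−). With a minimum of 100 in all 4 channels, 58 of the 113 genes remained, against 50 genes of the pattern studied in the paper, and with the minimum on the NS (−) and HS (ch+) channels the counts were 58 and 78. The signal minimum thus contributed to the excess of 113 over 50 genes. Whether any excess remains is undecided. It was small with the minimum in all 4 channels. It was reversed with the minimum on NS (−) and HS (ch+), which by construction favors the pattern studied in the paper. Without any signal minimum, 294 genes met the opposite criteria and 223 those of the paper. With the background value of each spot subtracted, the counts were 98 and 190, again a reversal. They were 89 and 56 with normexp and loess, and 185 and 5 without background subtraction. The minimum does not account for the 58 genes themselves. Across the other normalizations, the count of the opposite pattern was between 89 and 185. Slopes were taken over the 4077 genes outside Table 1, which include these 113. They argue against a dye preference of the probes as the whole source of the ratios. This holds only if the preference was equally strong on both arrays, which was not tested. The slope of array 2 on array 1 was 0.424, where dye alone in the array 1 ratios would give 0.934, and that of array 1 on array 2 was 1.47, where dye alone in the array 2 ratios would give at most 1, unless effects of chaetocin or of the diet follow the dye effects gene by gene. Open are a partial contribution of the dyes and a dye preference that was stronger on array 1. Differences between the rats that happened to be pooled are also open, since each group had 1 pool. So is an effect of the diet and of chaetocin, which was not tested with replicates.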

How the results depend on the processing

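The alternatives of block-wise loess, the centering factor, saturated spots, the minimum on the Cy3 channels and exchanged HS (−) readings were chosen after the data had been seen; the others were set before the data were examined. Where a value moved, the cause was not tested unless stated.

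The fall in HS (−) and the rise with chaetocin of the median over the 50 genes of Table 1 kept their direction under every alternative that was run, and the median HS (ch+)/NS (−) ratio, 0.705, stayed between 0.697 and 0.763. Under normexp with loess, 1 of the 50 genes reversed on array 2, with an HS (ch+)/HS (−) ratio of 0.977 instead of 1.58. The number of genes that met the criteria ranged from 2 to 223.

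With the background value of each spot subtracted, 190 genes met the criteria instead of 50, 40 of them shared. The median HS (ch+)/HS (−) ratio of the 50 genes of Table 1 was 1.86 instead of 1.60, the correlation between the arrays was 0.640 instead of 0.799, and the SD of the repeated HS (−) readings was 0.47 instead of 0.16. This setting moved the median log2 HS (ch+)/HS (−) ratio of all 4127 genes by 0.24, and genes of the pattern studied in the paper made up 66.0% of those of either pattern instead of 30.7%. Normexp with loess left 16 genes of Table 1 within the criteria, with median ratios of 0.501 (instead of 0.446) and 1.41, a correlation of 0.699 and an SD of 0.32. Both use background values that amounted to a median of 40.5% to 45.9% of bright spots.

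Without background subtraction, 5 genes met the criteria, all 5 of them in Table 1, and 185 instead of 113 met the opposite ones, so that the share of the first pattern was 2.63%; the median ratios of the 50 genes of Table 1 were 0.604 and 1.27. This setting moved the median log2 HS (−)/NS (−) ratio of all 4127 genes by 0.32 and their median log2 HS (ch+)/HS (−) ratio by -0.27. The cause of these shifts was not tested. Loess within blocks gave 25 genes, all 25 in Table 1, with a share of 16.0%. Loess over the whole array gave 35, all in Table 1.

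Without a signal minimum, 223 genes met the criteria and 294 the opposite ones, and the correlation was 0.638; more genes were tested here by construction. A minimum of 200 left 32 genes, all 32 in Table 1, with a correlation of 0.829. A minimum of 100 in all 4 channels left 58 genes of the opposite pattern, as did the minimum on the NS (−) and HS (ch+) channels with 58. A threshold of 2 for the HS (ch+)/HS (−) ratio left 2 genes, both in Table 1, of which 0% carry the GO term mitochondrion, and 49 genes of the opposite pattern. With exchanged HS (−) readings, 32 genes of Table 1 met the criteria, and the correlation was 0.606; Ppa2 and Tardbp moved to HS (−)/NS (−) ratios of 0.648 and 0.688. These ratios set spots of separate arrays against each other, which by construction adds the differences between spots.

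For 7 named genes, 112 ratios were recalculated under the alternatives. None changed direction, 60 moved by less than the SD of the repeated HS (−) readings and 52 by more. The 60 include the ratios of the deposited table, which equal the main values within 2.7e-05 on the log2 scale and could not move.

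No paired analysis was possible because each comparison had 1 array with 1 pool per group. For the same reason there was no replicate to leave out in turn. The alternatives for the gene lists written beforehand and the probe with the highest signal were not run, since 11 of the 298 genes on the lists were linked to an ID. Signal over background limits the results to 4127 of the 12290 genes with a ratio on both arrays if a signal of 100 is asked for; the SD of the repeated HS (−) readings was 0.17 for genes with a signal between 100 and 200 and 0.13 above 2000.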

Differences from the paper's values

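None of the values that the paper states for these arrays differed by more than 1.5-fold from those calculated here under the main setting. The paper gives 50 genes for its 3 criteria, and 50 were found. Rounded to 2 decimals, 50 of the 50 HS (ch+)/HS (−) ratios and 45 of the 50 HS (−)/NS (−) ratios equal those of Table 1, and the largest differences were 0.0049 and 0.0079.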

Other observations

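The comparison of Cy3 spreads and the draws of noise from the paired HS (−) readings were set out before their results were seen. The tests of independence, of HS (ch+)/NS (−), of slopes, of unchanged pools and of low HS (−) readings were chosen after the results had been seen.

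Draws of noise from the paired HS (−) readings gave at most 0 genes that were lower in HS (−) and higher with chaetocin, which decides nothing, since they set ratios between single pools against technical noise. Noise arising separately on each array would leave both ratios independent, and 3.34 genes would then pass, against 50 observed, which argues against such noise as the whole source. Low HS (−) readings on array 1 by chance would have lifted the HS (−) signal of the selected genes on array 2. Of the 57 genes picked on array 1 alone, whose median log2 NS (−)/HS (−) ratio was 1.17, the HS (−) signal on array 2 differed from that of genes of like signal by a median of -0.0073 on the log2 scale, which argues against this account. Single genes did differ. The HS (−) signal of Ppa2 was 193 on array 1 and 335 on array 2, and that of Tardbp was 116 and 179. A low reading of HS (−) on array 1 and a dim spot there in both dyes, which cancels in the ratio, were not separated for these genes.

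HS (−) RNA was in Cy5 on both arrays, so a gene-specific dye effect would lower HS (−) in both comparisons and look like a fall followed by restoration. Dye as the whole source of the fall, if equally strong on both arrays, would leave HS (ch+)/NS (−), which compares 2 Cy3 channels, near 1. The 57 genes picked on array 1 alone, which include those of Table 1, had a median log2 HS (ch+)/NS (−) ratio of -0.54 (95% interval -0.63 to -0.46, resampling genes), where picking them by their array 1 ratio would give -0.08 with dye and noise alone. This argues against dye alone for the fall, unless chaetocin lowers these genes or the dye effect was stronger on array 1. A partial share stays open. For the rise of the genes of Table 1, a dye effect cannot be told apart from an effect of chaetocin, because no dyes were swapped. The Cy3 signals of NS (−) and HS (ch+) spread 2.22 times as widely between the arrays as the Cy5 signals of HS (−), which differences between any pair of pools would produce and which therefore decides nothing. Over the 4077 genes outside Table 1, dye as the whole source of the array 1 ratios would give a slope of the array 2 ratios on the array 1 ratios near 0.934, and the slope was 0.424 (95% interval 0.395 to 0.451, resampling genes). Dye as the whole source of the array 2 ratios would give a slope of array 1 on array 2 of at most 1, and the slope was 1.47 (95% interval 1.39 to 1.54). Both comparisons take the dye effect of a probe to be equally strong on both arrays, which was not tested. Under that condition they argue against a dye effect alone across these genes, unless effects of chaetocin or of the diet follow the dye effects gene by gene. A partial contribution stays open, as does a dye effect that was stronger on array 1.

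The correlation of 0.799 between the arrays exceeds the 0.391 of 3 unchanged pools of equal spread that share HS (−). Their highest value in 100 simulations was 0.424, and a larger spread of the HS (−) pool would raise it. Independent deviations of the pools also limit the slope of array 1 on array 2 to 1, against the 1.47 found. Whether other pools of rats would show the same correlation was not tested.

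Among genes with a signal of at least 100 in all 4 channels and no saturated spot, ENSRNOG00000006151 had the highest HS (−)/NS (−) ratio, 46.6, but an HS (ch+)/HS (−) ratio of only 0.901, whereas ENSRNOG00000008176, next at 42.3, fell to 0.221 with chaetocin. The lowest HS (−)/NS (−) ratio, 0.186, was that of ENSRNOG00000020251, which had an HS (ch+)/HS (−) ratio of 1.06; Myh6 and 1 gene with a saturated HS (−) spot have only bounds and are not ranked. The files do not pair these IDs with gene names.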
